A study of Homo sapiens with 6 samples. Its data were reported in "Sparstolonin B Inhibits Pro-Angiogenic Functions and Blocks Cell Cycle Progression in Endothelial Cells" (2013).

How the data were processed

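RNA from 6 plates of primary human coronary artery endothelial cells was hybridised to Affymetrix Human Genome U133 Plus 2.0 arrays, 3 with 100 µM SsnB and 3 with vehicle control for 24 h. The authors summarised the arrays by robust multi-array average (RMA), which corrects background, normalizes quantiles and gives 1 value per probe set. RMA is named in the submitters' processing notes, and its version is not given in the sources used here. The deposited values are on the log2 scale, rounded to 2 decimals. RMA makes the distribution of values nearly the same on every array, so a change shared by all genes cannot be seen, and it compresses low signals, so that folds of dim genes are understated. The values carry no detection calls, and a low value was not read as absence. The precision is limited by the number of arrays.

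The table held 54675 probe sets, of which 62 were controls and 54613 were tested. Gene names came from a platform annotation. In it 41091 probe sets had 1 gene symbol, 1801 had several and 11721 were not named, and only those with 1 symbol were used for genes. Of these, 41037 had an Entrez identifier found in a RefSeq gene table (assembly GRCh38.p14), and 0 symbols needed an update. No genome build is named for the arrays' values, and coordinates are not used here. Each of 19775 genes was given the value of its probe set with the highest mean over all 6 arrays, chosen without regard to group. Of 134 named genes, 81 had several probe sets, and 1, COL1A1, had a probe set that rose while its own difference was below 0 and did not pass.

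Groups were taken from the titles and source names, since the treatment field names the opposite group in every sample. Differences are SsnB minus vehicle and were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, without a replicate block, at a Benjamini-Hochberg adjusted p under 0.05, with a further count at 2-fold. The methods' t-test, which the study calls unpaired, was run here with equal variance, which the study does not state, on the same values as an alternative, since 3 arrays per group estimate a gene's spread poorly. Annotation and figures used Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

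The tests, the named-gene rule and 29 gene lists were fixed before the data were examined. The lists held 704 entries, of which 659 had a probe set of their own, and lists with at least 5 measured members were tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over the 29 lists. Of these, 15 passed with the preset and 7 with the estimated correlation. Both counts include the list of RT-PCR genes, which the study had chosen from these arrays. Those genes are also members of the replication, mitosis, spindle, aryl hydrocarbon receptor and angiogenic lists, which are among the 15. Camera compares a list with all other genes. Fry, run as an alternative, asks whether a list's genes move one way on balance, and does not compare them with other genes. The named genes were the 12 that rose most and the 12 that fell most among genes past the threshold, at least 2-fold and without overlap between groups; the 10 RT-PCR genes; up to 4 members of each list with the smallest p; and the 3 members with the highest mean in lists of other cell types. Marker genes of sex were left out. Genes named outside this rule are said to be so.

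The steps were tested on simulated data made from the spread of the real arrays, with 50 of 19775 genes changed at each of 4 sizes in the comparison of SsnB with vehicle. Limma recovered 64% of the genes changed by 0.5 on the log2 scale, 96% of those changed by 1, 100% by 2 and 98% by 3, and called 8 unchanged genes. The methods' t-test recovered 34%, 66%, 98% and 98%, and called 5. A list shifted by 0.3 was called by camera with either correlation and by fry, and 0 of 26 lists that share no gene with it were called by any of them. The simulation was made from the genes' spread, so the 0 calls do not show how camera does with correlated genes. On the real arrays the estimated correlation of a list reached 0.63. The alternatives were the methods' t-test, eBayes with trend and robust, the replicate number as a block, only probe sets or genes with a mean above the median of all values, quantile normalization, median centring, array weights, the mean of all probe sets of a gene, a 1.5-fold threshold, the ratio of linear means, and each array left out in turn.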

Results

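Gene expression was measured in primary human coronary artery endothelial cells (HCAECs), which line the arteries of the heart. Plates of cells at passage 4 were exposed for 24 h to 100 µM Sparstolonin B (SsnB), a compound isolated from an herb, or to its solvent DMSO as vehicle control. Each group had 3 arrays, 6 in all, and each array gave a log2 value for 54613 probe sets after 62 control probe sets were set aside. The median value was between 7.02 and 7.07 on every array. Arrays of the same group correlated at r = 0.997 to 0.998 across probe sets and had identical values at 2.70% to 3.26% of them, so no array was a copy of another. Arrays of different groups correlated at r = 0.992 to 0.994. The first principal component held 56.2% of the variance and separated the groups.

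The groups were taken from the sample titles and source names, which give the same groups. The treatment field of every sample names the opposite group. All directions below rest on the titles and source names, and every sign would turn if the treatment field were right. The direction of the RT-PCR genes, weighed under the other observations below, argues against titles crossed at deposit. A crossing at an earlier step is weighed there too. The treatment protocol also speaks of 2 plates with vehicle, whereas the titles and the design text give 3. The arrays came from separate plates, and no label says that they came from separate donors, so the p-values measure the spread between plates.

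The first question was how SsnB changed gene expression. Far more genes fell strongly than rose strongly. SPC25, a kinetochore component, fell by 4.53 on the log2 scale (5.89 ± 0.28 with SsnB and 10.43 ± 0.14 with vehicle, SD, n = 3), and CYP1A1, a xenobiotic-metabolising enzyme, rose 13.1-fold (12.40 ± 0.03 with SsnB and 8.69 ± 0.11 with vehicle). At a limma adjusted p under 0.05, 2871 of 19775 genes changed, 1511 upward and 1360 downward. Of these, 212 changed at least 2-fold, 31 upward and 181 downward. At the probe set level 4050 of 54613 changed, 1949 upward and 2101 downward, and 361 changed at least 2-fold, 51 upward and 310 downward. The count of all changed probe sets dropped to 2316, 2389 and 2412 without SsnB replicates 1, 2 and 3, and to 2458, 2179 and 2263 without vehicle replicates 1, 2 and 3. The count of all changed genes dropped to 1832 without SsnB replicate 3 and to 1787 without vehicle replicate 2. With the replicate number as a block the counts dropped to 1971 probe sets and 1762 genes. Which direction held more genes depended on the setting. With that block more genes fell than rose (909 against 853). More genes fell than rose without SsnB replicate 3 (952 against 880), without vehicle replicate 1 (1097 against 940), without vehicle replicate 2 (921 against 866), with median centring (1334 against 1203), with averaged probe sets (1254 against 1246) and by the methods' t-test after Benjamini-Hochberg adjustment (1023 against 972). More probe sets rose than fell with values above the median alone (2994 against 2903), with quantile normalization (2154 against 2090) and by the methods' t-test at an unadjusted p under 0.05 (5676 against 4778).

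Genes of the cell division cycle made up most of the strong decreases. Of the 181 genes that fell at least 2-fold, 127 (70.2%) were among the 183 measured genes of the 5 lists on replication, mitosis and recombination, against none of the 31 that rose at least 2-fold (Fisher's exact test on the genes that fell, p = 2.83e-238, across genes, which are not independent). All 43 measured genes of G2/M transition and mitosis fell, with a median log2 difference of -2.29. Among them, BUB1 and TTK, kinases of the spindle checkpoint, fell 10-fold and 9.04-fold, DLGAP5, a spindle protein, fell 8.96-fold, and AURKB, a mitotic kinase, fell 8.21-fold. All 32 measured genes of mitotic kinesins, spindle and cytokinesis fell (median -2.43). PRC1, which bundles microtubules of the central spindle, was 9.76 ± 0.04 with SsnB and 12.38 ± 0.01 with vehicle, and KIF4A, CEP55 and DEPDC1B fell 6.7-fold, 6.5-fold and 10.3-fold.

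Of 34 measured kinetochore and centromere genes, 32 fell and none rose (median -1.59). NUF2 and NDC80, members of the same kinetochore complex as SPC25, fell 14.3-fold and 9.36-fold, and OIP5 and CENPE fell 7.19-fold and 6.96-fold. The 2 that did not pass were NSL1 and PMF1, named after their values were seen. Of 52 measured genes of DNA replication and the G1/S transition, 45 fell, none rose and 7 did not pass (median -1.08). RRM2, a ribonucleotide reductase subunit, fell 8.73-fold, DTL fell 6.41-fold, GINS2 of the replicative helicase complex fell 4.57-fold, and POLE2 fell 4.41-fold. Of 22 measured genes of homologous recombination and Fanconi repair, 18 fell and none rose (median -0.91). RAD51AP1, BRIP1, UBE2T and FANCI fell 6.77-fold, 5.09-fold, 3.54-fold and 2.82-fold. MUS81, PALB2, XRCC2 and XRCC3 did not pass, and were named after their values were seen. All 5 lists passed the camera test (adjusted p = 2.45e-68 for mitosis to 3.94e-21 for recombination) and also passed with an estimated correlation (adjusted p = 0.0254 for each). Adjusted over the list alone, 48 replication genes fell and 1 rose (E2F7, log2 difference 0.17, adjusted p over all genes = 0.069), and the counts of the other 4 lists were as over all genes.

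**Figure D1:**
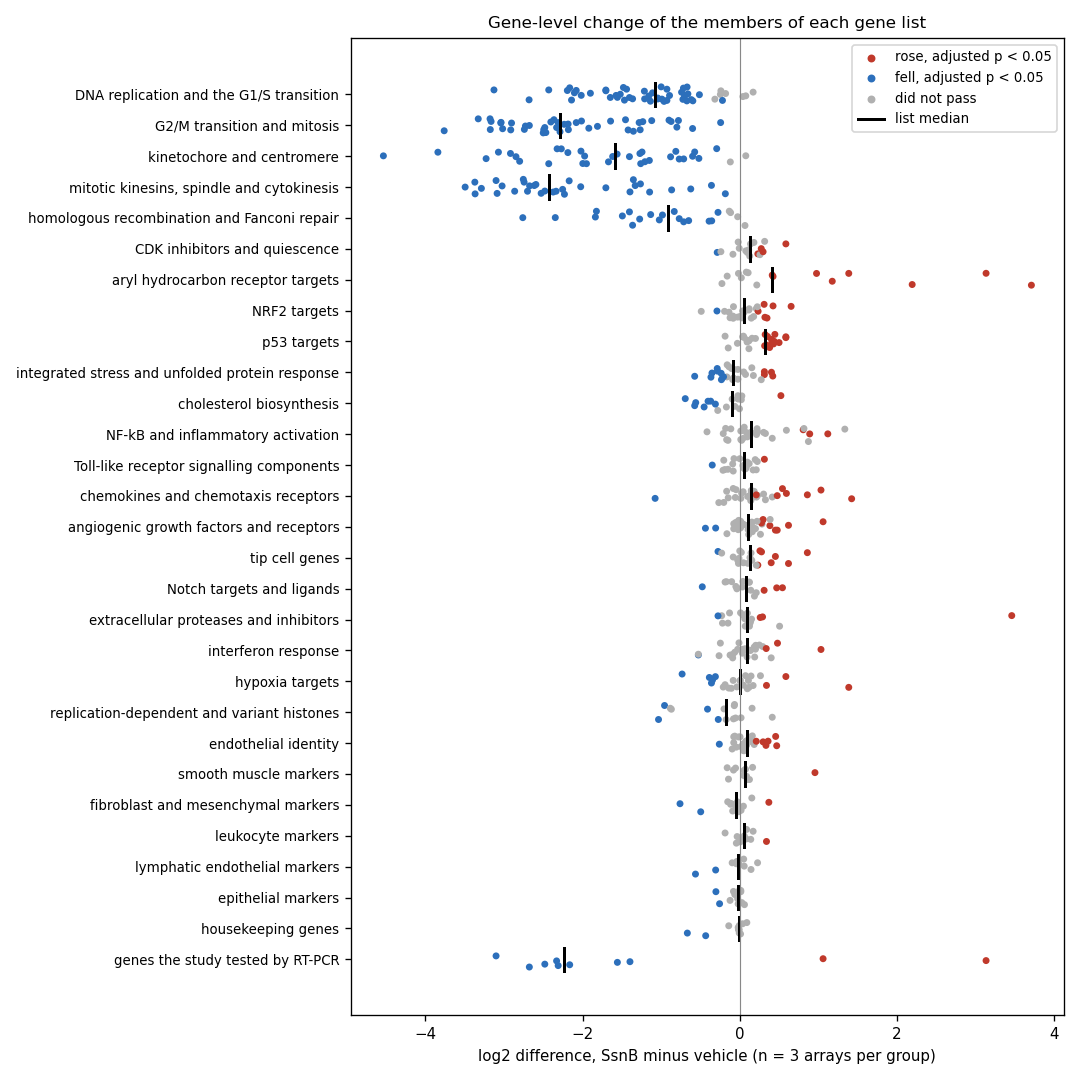
Each point is 1 gene's log2 difference (SsnB minus vehicle, n = 3 arrays per group) in 1 of 29 gene lists, spread vertically within its row for legibility, and black bars mark list medians. Points of the 5 cell cycle lists lie mostly to the left of 0 (medians -0.91 to -2.43), and the other lists, apart from the RT-PCR genes (-2.24), have medians between -0.17 and 0.41.

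The study tested 10 genes by RT-PCR that it had chosen from its arrays, so their direction here is not independent evidence. All 10 passed, 2 upward and 8 downward, over all genes and adjusted over the list alone. ALDH3A1, an aldehyde dehydrogenase, rose 8.77-fold (9.94 ± 0.10 with SsnB and 6.81 ± 0.12 with vehicle, SD, n = 3), and KITLG, the ligand of the receptor KIT, rose 2.08-fold (11.85 ± 0.07 with SsnB and 10.79 ± 0.09 with vehicle). ANLN, an actin-binding protein of cytokinesis, was 9.28 ± 0.07 with SsnB and 12.38 ± 0.08 with vehicle, a fall of 8.57-fold. CCNB1 and CDK1, which drive entry into mitosis, fell 6.39-fold and 4.96-fold, and CDKN3 and HMMR fell 5.58-fold and 5.03-fold. CDC6 and CCNE2, of the G1/S transition, fell 4.48-fold and 2.94-fold, and DIAPH3 fell 2.63-fold. The limma adjusted p of the 10 genes lay between 1.45e-07 for ANLN and 5.62e-05 for DIAPH3. The list passed camera (adjusted p = 2.3e-09, and 0.0273 with an estimated correlation). This is no independent evidence either, since the genes were chosen for their change on these arrays.

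**Figure D2:**
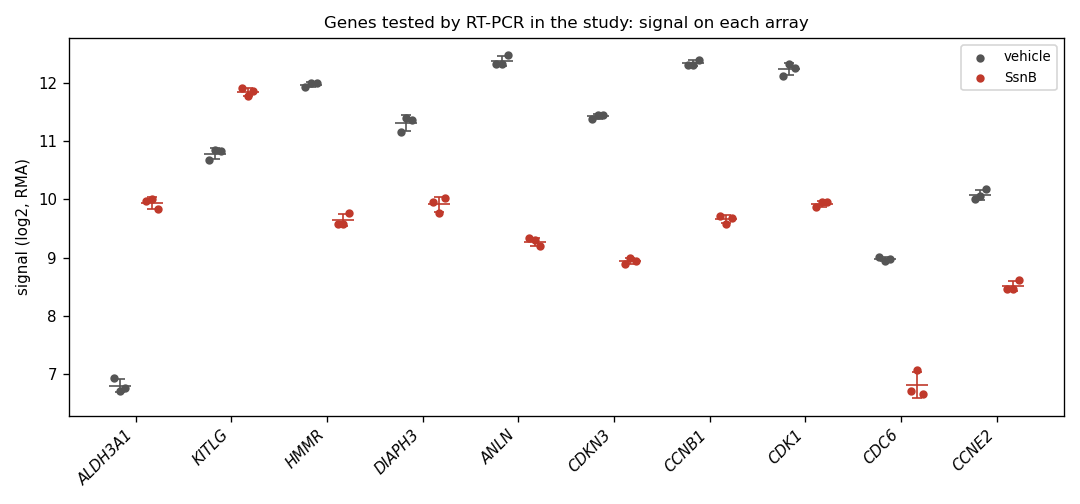
Points are the log2 signals of the 10 RT-PCR genes on the 3 vehicle arrays (grey) and the 3 SsnB arrays (red), with the mean and SD of each group. The groups do not overlap for any of the 10 genes, and only ALDH3A1 and KITLG are higher with SsnB.

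The gene that rose most, CYP1A1, is a target of the aryl hydrocarbon receptor (AhR), a ligand-activated transcription factor. Of 15 measured targets of AhR, 8 rose, none fell and 7 did not pass (median 0.41). Adjusted over the list alone, 9 rose and 2 fell. CYP1A1 rose 13.1-fold, ALDH3A1 8.77-fold, CYP1B1 4.57-fold (8.01 ± 0.08 with SsnB and 5.81 ± 0.07 with vehicle) and STC2 2.61-fold. The list passed camera (adjusted p = 3.49e-07, and 0.0254 with an estimated correlation). Targets of NRF2, the regulator of antioxidant genes, did not pass as a list (adjusted p = 0.119, and 0.462 with an estimated correlation), and passed without vehicle replicate 1 (adjusted p = 0.0411) and with trend and robust and by fry (adjusted p = 0.0441 and 0.0128). Of 25 measured, 6 rose and 1 fell (adjusted over the list alone, 9 and 3). SLC7A11, a cystine transporter, rose 1.57-fold, NQO1 1.34-fold, AKR1C2 1.25-fold and PGD 1.24-fold, and the 1 that fell was ME1 (-0.29), named after its value was seen. PGD did not pass when all of its probe sets were averaged (adjusted p = 0.164).

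Beside the targets of AhR, the strongest increases were in genes of varied function. MMP1, a collagenase, rose 11-fold (10.76 ± 0.05 with SsnB and 7.30 ± 0.28 with vehicle, SD, n = 3). TMEM200A rose 4.54-fold, NPTX1, a secreted pentraxin, 3.74-fold, APOD, an apolipoprotein, 3.34-fold, and PLA2G4A, a phospholipase that releases arachidonic acid, 3.27-fold. HTR2B, a serotonin receptor, rose 2.94-fold, TTC29 2.8-fold, TGFA, a ligand of the EGF receptor, 2.68-fold, and ACKR3, an atypical chemokine receptor, 2.68-fold. Beside the genes already named, the 12 that fell most included PBK (13.5-fold), KIF20A (11.3-fold), KIF15 (10.3-fold), DEPDC1 (9.76-fold) and NCAPG (9.02-fold). The limma adjusted p of these genes was at most 0.00257, that of ACKR3.

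Some targets of p53 rose by small amounts. Of 25 measured, 13 rose, none fell and 12 did not pass (median 0.32), and 14 rose adjusted over the list alone. CDKN1A, the CDK inhibitor p21, rose 1.5-fold (12.98 ± 0.10 with SsnB and 12.39 ± 0.09 with vehicle, SD, n = 3), XPC, of nucleotide excision repair, 1.41-fold, TP53INP1 1.35-fold and SESN2 1.32-fold. TP53INP1 did not pass when all of its probe sets were averaged (adjusted p = 0.276). The list passed camera with adjusted p = 6.89e-07, and did not pass with an estimated correlation (adjusted p = 0.0702). Of 17 measured CDK inhibitors and quiescence genes, 4 rose (CDKN1A, CDKN1B 1.23-fold, GAS6 1.21-fold and BTG1 1.17-fold) and 1 fell (CDKN2A, -0.29, named after its value was seen). Adjusted over the list alone 7 rose and 1 fell. This list passed camera (adjusted p = 0.0337) and did not pass with an estimated correlation (adjusted p = 0.176), without SsnB replicate 1 (adjusted p = 0.0749) or without SsnB replicate 3 (adjusted p = 0.0634). With values above the median alone the list did not pass either (adjusted p = 0.0714). BTG1 did not pass without SsnB replicates 1 or 2 or vehicle replicates 1, 2 or 3 (adjusted p up to 0.0744). CDKN1B and BTG1 did not pass with the replicate number as a block (adjusted p = 0.0522 and 0.0861).

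The study cites earlier work in which SsnB inhibited responses of macrophages to ligands of Toll-like receptors, so inflammatory genes were examined next. Its methods describe no such ligand for the array cells, so these values cannot test that inhibition. Of 27 measured NF-kB and inflammatory activation genes, 3 rose and none fell. They were the cytokines IL1A (2.17-fold, 8.50 ± 0.37 with SsnB and 7.38 ± 0.26 with vehicle, SD, n = 3), CSF3 (1.85-fold) and IL1B (1.75-fold). IL6 had a log2 difference of 0.87 and did not pass (adjusted p = 0.0551), but passed without SsnB replicate 2 (adjusted p = 0.0168). IL6 also passed with values above the median alone, with quantile normalization, with median centring, with array weights and with averaged probe sets (adjusted p = 0.0351, 0.0463, 0.0493, 0.0291 and 0.0485). With the replicate number as a block IL6 passed too (adjusted p = 0.0377). Adjusted over the list alone 5 rose. The vehicle arrays differed widely for this list. The median member stood 0.24 above its mean over 6 arrays on vehicle replicate 1, and 0.12 and 0.38 below it (-0.12 and -0.38) on replicates 2 and 3. SELE, an adhesion molecule chosen after its values were seen, was 11.48, 10.35 and 8.77 on the vehicle arrays and 11.95, 11.07 and 11.59 on the SsnB arrays (difference 1.34, SE 0.61, adjusted p = 0.205). The list did not pass camera with all arrays (adjusted p = 0.156, and 0.716 with an estimated correlation), and passed without vehicle replicate 1 (adjusted p = 0.000436) or SsnB replicate 2 (adjusted p = 0.0141), and with array weights (adjusted p = 0.0454). These passes used the preset correlation of 0.01, whereas the estimate for this list over all arrays was 0.63. They therefore may overstate the evidence for the list. CSF3 did not pass without SsnB replicates 1 or 3 or vehicle replicates 2 or 3 (adjusted p up to 0.0705), nor IL1B without SsnB replicates 1 or 3 or vehicle replicates 1, 2 or 3 (adjusted p up to 0.107). By the methods' t-test after Benjamini-Hochberg adjustment, IL1A, CSF3 and IL1B did not pass (adjusted p = 0.086, 0.144 and 0.161).

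**Figure D3:**
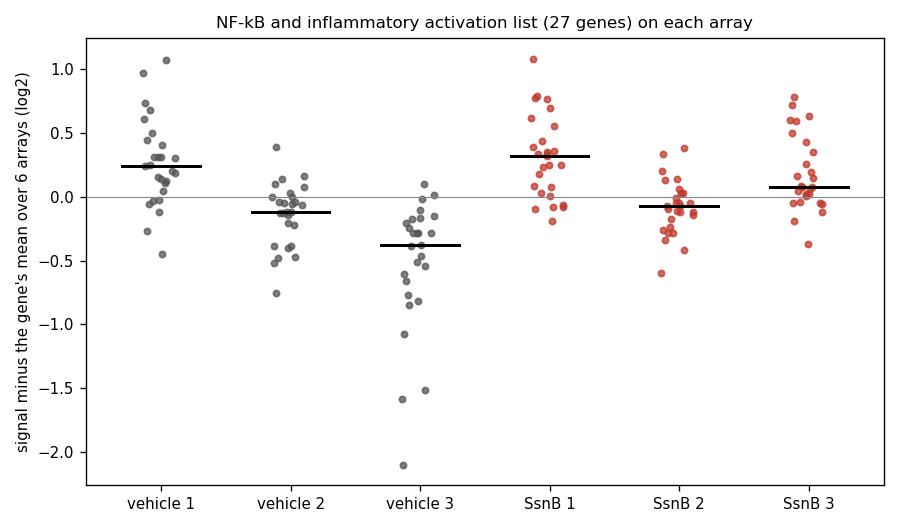
Each point is 1 of 27 genes of the NF-kB and inflammatory activation list, as its log2 signal on that array minus its mean over 6 arrays, and black bars are medians over genes. The medians are 0.24, -0.12 and -0.38 on the vehicle arrays (grey) and 0.32, -0.07 and 0.08 on the SsnB arrays (red).

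Of 22 measured components of Toll-like receptor signalling, 1 rose (IKBKB, 1.24-fold) and 1 fell (TLR3, 1.27-fold), with the same counts adjusted over the list alone. TLR4 and TOLLIP did not pass, with log2 differences of 0.22 and 0.20 (adjusted p = 0.0937 and 0.0844), but TLR4 passed without SsnB replicate 2 (adjusted p = 0.0469) and with trend and robust and with quantile normalization (adjusted p = 0.0243 and 0.039). TOLLIP passed with trend and robust and with values above the median alone (adjusted p = 0.0338 and 0.0429). IKBKB did not pass when all of its probe sets were averaged (adjusted p = 0.353), nor TLR3 (adjusted p = 0.0865), which also did not pass by the methods' t-test (adjusted p = 0.127) or without SsnB replicates 1, 2 or 3 or vehicle replicates 1 or 2 (adjusted p up to 0.103). TLR3 did not pass with the replicate number as a block either (adjusted p = 0.0647). The list did not pass (camera adjusted p = 0.766). Of 29 measured chemokines and chemotaxis receptors, 7 rose and 1 fell (adjusted over the list alone, 8 and 3). ACKR3, CXCL11 (2.05-fold), the chemokine receptor CXCR4 (1.82-fold) and CXCL16 (1.51-fold) rose, and S1PR3, a receptor of sphingosine 1-phosphate, fell 2.11-fold. The list did not pass (camera adjusted p = 0.0676, and 0.521 with an estimated correlation), but passed without vehicle replicate 1 (adjusted p = 0.00454) or SsnB replicate 2 (adjusted p = 0.00856). It also passed with trend and robust, with median centring, with array weights and with averaged probe sets (adjusted p = 0.0382, 0.0422, 0.0251 and 0.0284). With the replicate number as a block it passed too (adjusted p = 0.0347). All these passes of the chemokine list used the preset correlation of 0.01, whereas its estimate over all arrays was 0.20. Of 27 measured interferon response genes, 3 rose (CXCL11, IFI27 1.39-fold and IRF9 1.26-fold) and 1 fell (IFI44, 1.44-fold), as adjusted over the list alone, and the list did not pass (camera adjusted p = 0.26). IFI44 did not pass when all of its probe sets were averaged (adjusted p = 0.0531).

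The study examined functions of angiogenesis, and genes of angiogenesis moved by smaller amounts than those of the cell cycle. Of 37 measured angiogenic growth factors and receptors, 8 rose and 2 fell (median 0.11), and adjusted over the list alone 15 rose and 2 fell. KITLG rose 2.08-fold, ANGPT2, a ligand of TEK, 1.54-fold, ACVRL1 1.37-fold and EFNB2 1.3-fold. The 2 that fell were FGFR1 and VEGFC (-0.31 and -0.44), named after their values were seen. Of 21 measured tip cell genes, 7 rose and 1 fell (PLAUR, 1.21-fold), as adjusted over the list alone. CXCR4 rose 1.82-fold, ANGPT2 1.54-fold, NID2 1.37-fold and ESM1 1.32-fold. Both lists passed camera (adjusted p = 0.0133 and 0.0156) and neither passed with an estimated correlation (adjusted p = 0.0993 and 0.156). ACVRL1 did not pass when all of its probe sets were averaged (adjusted p = 0.0657), nor PLAUR without SsnB replicates 2 or 3 or vehicle replicates 1 or 2 (adjusted p up to 0.0606). NID2 and PLAUR did not pass by the methods' t-test after Benjamini-Hochberg adjustment (adjusted p = 0.0701 and 0.0512).

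Of 27 measured endothelial identity genes, 6 rose and 1 fell (EMCN, -0.26, named after its value was seen), and 8 rose and 1 fell adjusted over the list alone. SOX17 rose 1.39-fold, VWF 1.37-fold, THBD 1.28-fold and CLEC14A 1.26-fold. The list passed camera (adjusted p = 0.0139) but not with an estimated correlation (adjusted p = 0.144). Of 16 measured Notch targets and ligands, 3 rose (HES2 1.46-fold, JAG2 1.39-fold and HEY2 1.24-fold) and 1 fell (GJA4, 1.39-fold), and 3 and 2 adjusted over the list alone. Of 22 measured extracellular proteases and inhibitors, 3 rose (MMP1 11-fold, ADAMTS18 1.22-fold and CTSK 1.2-fold) and 1 fell (PLAUR), as adjusted over the list alone. Neither list passed camera (adjusted p = 0.278 and 0.105), and the protease list passed without vehicle replicate 1 (adjusted p = 0.0409) and with trend and robust and by fry (adjusted p = 0.0371 and 0.00767). The Notch list passed by fry (adjusted p = 0.031). HEY2 did not pass without SsnB replicate 1 (adjusted p = 0.0528), and GJA4 did not pass without SsnB replicates 1 or 3 or vehicle replicate 1 (adjusted p up to 0.0575). PLAUR did not pass without SsnB replicates 2 or 3 or vehicle replicates 1 or 2 (adjusted p up to 0.0606), and CTSK did not pass without SsnB replicates 1, 2 or 3 or vehicle replicates 1 or 2 (adjusted p up to 0.109). By the methods' t-test after Benjamini-Hochberg adjustment, VWF, HEY2, GJA4, PLAUR and CTSK did not pass (adjusted p = 0.0593, 0.0529, 0.0973, 0.0512 and 0.0911), and CTSK did not pass after median centring (adjusted p = 0.058). CTSK also did not pass with the replicate number as a block (adjusted p = 0.0769).

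Metabolic and stress genes went both ways. Of 19 measured cholesterol biosynthesis genes, 7 fell and 1 rose (adjusted over the list alone, 8 and 1). ACAT2 fell 1.62-fold, SQLE 1.47-fold and IDI1 1.32-fold, whereas TM7SF2, a sterol reductase, rose 1.44-fold. The list passed camera (adjusted p = 0.000686) but not with an estimated correlation (adjusted p = 0.267). Of 27 measured genes of the integrated stress and unfolded protein response, 9 fell and 4 rose (adjusted over the list alone, 11 and 5). PHGDH, of serine synthesis, fell 1.49-fold and SDF2L1 1.28-fold, and PPP1R15A and SESN2 rose 1.34-fold and 1.32-fold. The other 2 that rose, ASNS and CEBPB (0.31 and 0.31), were named after their values were seen. This list passed camera narrowly (adjusted p = 0.0458), not with an estimated correlation (adjusted p = 0.521), and not without SsnB replicates 2 or 3 or vehicle replicates 1 or 2 (adjusted p = 0.0627, 0.0685, 0.247 and 0.0952). It also did not pass with values above the median alone, quantile normalization, median centring, array weights, averaged probe sets or fry (adjusted p = 0.0703, 0.088, 0.067, 0.0622, 0.0528 and 0.167). With the replicate number as a block the list did not pass either (adjusted p = 0.0567). Of 24 measured hypoxia targets, 3 rose and 5 fell (adjusted over the list alone, 4 and 7). STC2 and NDRG1 rose 2.61-fold and 1.5-fold, and HK2 and ENO1, enzymes of glycolysis, fell 1.66-fold and 1.27-fold. MXI1 rose (0.34) and LDHA, P4HA1 and PDK1 fell (-0.31, -0.36 and -0.39), and these were named after their values were seen. The list did not pass (camera adjusted p = 0.476), and its median (0.005) and mean (0.0186) were above 0 while the test pointed down.

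Of 15 measured histone and chromatin protein genes, 4 fell and none rose, as adjusted over the list alone. They were HMGB2 (2.05-fold) and HMGN2 (1.21-fold), which are not histones, and the variant histones H2AX (1.94-fold) and H2AZ1 (1.33-fold). The list passed camera (adjusted p = 0.00159), but not with an estimated correlation (adjusted p = 0.267) or without vehicle replicate 1 (adjusted p = 0.112). Its members were higher on vehicle replicate 1 than on replicate 3 by a median of 0.45 on the log2 scale.

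Markers of other cell types were examined because they could come from cells beside the endothelium. Of 12 measured smooth muscle markers 1 rose (ACTA2, 1.94-fold, 12.21 ± 0.02 with SsnB and 11.25 ± 0.14 with vehicle, SD, n = 3) and none fell. CALD1, TPM2 and TAGLN, its members of the highest signal, had log2 differences of 0.10, -0.05 and 0.05 and did not pass, but CALD1 passed with trend and robust (adjusted p = 0.0402). Of 14 fibroblast and mesenchymal markers, COL1A2 and POSTN fell 1.69-fold and 1.41-fold and SNAI2 rose 1.29-fold, and COL1A1 (-0.01) did not pass, although 1 of its 5 probe sets rose. Of 12 leukocyte markers, LAPTM5 rose 1.27-fold and the others did not pass, among them FCER1G and CD3E (0.08 and -0.03). Of 10 lymphatic endothelial markers, PROX1 and TFF3 fell 1.48-fold and 1.24-fold, and MMRN1, RELN and LYVE1 (-0.04, 0.23 and 0.14) did not pass. Of 12 epithelial markers, KRT18 and KRT19 fell 1.23-fold and 1.19-fold and CLDN7 (0.01) did not pass. The counts were the same adjusted over each list alone, and none of the 5 lists passed camera (adjusted p = 0.335, 0.171, 0.432, 0.432 and 0.156), but smooth muscle markers passed by fry (adjusted p = 0.00767) and epithelial markers by fry (adjusted p = 0.00539). PROX1 did not pass without SsnB replicate 1 or vehicle replicates 1, 2 or 3 (adjusted p up to 0.112), and TFF3 did not pass without SsnB replicates 1 or 2 or vehicle replicates 1 or 3 (adjusted p up to 0.0659). KRT19 did not pass without SsnB replicates 1, 2 or 3 or vehicle replicates 2 or 3 (adjusted p up to 0.0841) or when all of its probe sets were averaged (adjusted p = 0.41). These 3 genes did not pass by the methods' t-test after Benjamini-Hochberg adjustment (adjusted p = 0.152, 0.0658 and 0.0611). KRT19 also did not pass with the replicate number as a block (adjusted p = 0.0739).

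Of 11 measured housekeeping genes, TFRC, the transferrin receptor, and HPRT1, of purine salvage, fell 1.59-fold and 1.35-fold, as adjusted over the list alone, and PGK1 and GUSB (-0.14 and 0.09) did not pass. PGK1 passed by the methods' t-test after Benjamini-Hochberg adjustment, with trend and robust and with values above the median alone (adjusted p = 0.0301, 0.00243 and 0.0395). HPRT1 did not pass when all of its probe sets were averaged (adjusted p = 0.0778). The list did not pass (camera adjusted p = 0.119), but passed by fry (adjusted p = 5.18e-05). The difference between the 3′ and 5′ control probe sets, a sign of RNA quality, was 0.01 to 0.05 for GAPDH and -0.01 to 0.15 for ACTB on the log2 scale over the 6 arrays. Of the 62 control probe sets, 0 passed limma at an adjusted p under 0.05, 2 did at an unadjusted p under 0.05, and 0 passed the methods' t-test after Benjamini-Hochberg adjustment.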

Values the study reported

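The study reported 356 genes changed in HCAECs at a fold change of at least 2 and p under 0.05 by an unpaired t-test. Its array fold changes in HCAECs were 8.8 for ALDH3A1 and 2.1 for KITLG. For genes that were lower with SsnB it gave 0.20 for HMMR, 0.38 for DIAPH3, 0.11 for ANLN, 0.18 for CDKN3, 0.16 for CCNB1, 0.20 for CDC2 (CDK1), 0.18 for CDC6 and 0.38 for CCNE2. By RT-PCR in HCAECs its values included 46.2 for ALDH3A1, 2.6 for KITLG, 0.13 for CCNB1 and 0.14 for CDC6. Of the genes that were lower by RT-PCR in HCAECs, CCNE2 fell least. In HUVECs it reported more cells in G1 and fewer in S phase with SsnB after 24, 30 and 36 hours.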

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

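No named gene or list that passed changed direction under any alternative. Of 134 named genes, 107 kept their call and direction under every setting in which they had a value, and 27 changed their call under at least 1; of 29 lists, 13 kept and 16 changed theirs. Genes below the median of all values have no result under that filter. Changed calls were most often lost with the methods' t-test after Benjamini-Hochberg adjustment, which ended 13 of the named genes' calls. The count of changed probe sets moved to 2492 with the methods' t-test after Benjamini-Hochberg adjustment, to 10454 with that test at an unadjusted p under 0.05, and to 6369 with trend and robust; the count of changed genes moved to 5078 with the unadjusted t-test. The unadjusted counts rise because nothing corrects for the number of tests; the cause of the other moves was not tested. With 1.5-fold as the threshold 990 probe sets and 520 genes passed, as a lower threshold must give more. With an estimated correlation 7 lists passed. The CDK inhibitor, angiogenic and endothelial identity lists lost their call although their estimates (0.009, -0.006 and 0.009) lay below the preset 0.01. A correlation above the preset therefore cannot explain the loss for these lists. The p53, tip cell, stress, cholesterol and histone lists also lost theirs, with estimates from 0.0139 to 0.268. The cause was not tested. Camera under the other alternatives used the preset correlation. Leaving out 1 array gave 2179 to 2458 changed probe sets, 358 to 368 at least 2-fold, 1787 to 2037 changed genes, 212 to 218 at least 2-fold, and 13 to 17 lists; fewer arrays leave fewer degrees of freedom.

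With the replicate number as a block, 1971 probe sets and 1762 genes changed, 853 genes upward and 909 downward, and 15 lists passed. BTG1, CDKN1B, CTSK, KRT19, TLR3 and the integrated stress list (adjusted p = 0.0567) did not pass with it, while IL6 (0.0377) and the chemokine list (0.0347) did. Deviations of arrays with the same number correlated at -0.05, -0.25 and 0.04 across probe sets. The highest correlations were between different numbers, SsnB replicate 2 with vehicle replicate 1 (0.28) and SsnB replicate 3 with vehicle replicate 2 (0.22). The numbers are therefore not known to pair the plates. Signal over background cannot be read from these values, and dim genes are limited by it.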

Other observations

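The tests of the p53 list and of the NF-kB list in this part, the comparison of the replication and mitosis lists, and the lists of purine synthesis, glycolysis and immediate early genes, were chosen after the results were seen; the test of the group labels was set beforehand. Genes of de novo purine synthesis and the folate cycle fell together. Of 13 measured, 10 fell and none rose (median log2 difference -0.38), and 11 fell adjusted over the list alone. PPAT, the first committed enzyme of the pathway, fell (log2 difference -0.81, SE 0.06), as did MTHFD1 (-0.80), PFAS (-0.77) and PAICS (-0.76). Of 16 measured glycolysis genes, 7 fell and none rose (median -0.17), and 11 fell adjusted over the list alone. HK2 (-0.73), ENO1 (-0.35) and LDHA (-0.31) fell, and ALDOA (0.01) and PFKP (0.02) did not pass. Both lists passed camera over the 3 lists added (adjusted p = 2.96e-11 for purine synthesis and 1.28e-06 for glycolysis, and 0.0363 for each with an estimated correlation). These lists were drawn up after some of their members had been seen to fall, so the tests do not stand as independent evidence. Of 20 measured immediate early genes, 2 rose, EGR1 (0.80) and KLF6 (0.22), and the list did not pass (adjusted p = 0.969).

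The mean over the replication list minus the mean over the mitosis list was 0.18, 0.14 and 0.17 on the SsnB arrays and -0.77, -0.77 and -0.79 on the vehicle arrays. The sign on a single array cannot be read, since the lists hold different probe sets. Only the change between the groups can, and it goes with the list medians of -1.08 for replication and -2.29 for mitosis. It was not tested.

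The direction of all differences depends on which label is right. If the titles and source names were crossed and the treatment field were right, most of the RT-PCR genes would be expected to go against the direction the study gives. With groups from the titles, 10 of 10 genes passed in that direction, which argues against titles crossed at deposit. The study chose these genes from its arrays, so that they passed is no evidence, and the count does not bear on a crossing before its own analysis. Its methods describe an exposure and RNA isolation for the RT-PCR. In HCAECs that RT-PCR gave ALDH3A1 and KITLG higher and the other genes lower with SsnB, the direction found with the titles. If the RNA came from other plates than those of the arrays, this also argues against a crossing before the study's analysis. The study's flow cytometry of HUVECs, not analysed here, also gave fewer cells in S phase with SsnB. The biological reading, that SsnB lowered cell cycle genes, rests on the titles being right, and these measures go the way the titles say.

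The p53 list had a median log2 difference of 0.32, with 13 of 25 genes rising. A general upward shift of genes outside the cell cycle lists, such as normalization might leave, would be expected to lift random lists too. Of 10000 random lists of the same size, matched on mean level and drawn from those genes, 0% reached this median, and the highest was 0.15. This argues against a general shift as the whole cause. The list's call ends with an estimated correlation (adjusted p = 0.0702), and the list passed by fry (adjusted p = 0.000373). Its mean was 11.90, 11.88 and 11.86 on the SsnB arrays and 11.63, 11.62 and 11.66 on the vehicle arrays. An effect of SsnB stays open, since the test did not address it.

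The NF-kB and inflammatory list differed among the vehicle arrays. From replicate 1 to replicate 3 of the vehicle group its median difference was 0.60 on the log2 scale, with 26 of 27 genes higher on replicate 1. Scaling that depends on signal level would be expected to move random lists matched on mean level, and 0% of 10000 reached that median (highest 0.07). Handling or stress before lysis might raise immediate early genes as well. The 20 immediate early genes outside the list had a median difference of 0.14 (quartiles 0.005 and 0.43), and 15 of them were higher on replicate 1. The median lies between the values set for and against this explanation, so handling or stress cannot be told apart from other causes on these arrays. No biological explanation was tested, since the labels give no difference between the vehicle plates.

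Chance in the grouping of arrays was examined with limma on all 10 splits of the 6 arrays into 3 and 3. The real split, as 1 of the 10, gave 4050 probe sets, 361 of them at least 2-fold, and 2871 genes, 212 of them at least 2-fold, and the highest of the others gave 0 for each. At an unadjusted p under 0.05 the real split gave 11200 probe sets and 5432 genes, and the others at most 2861 and 939. The methods' t-test after Benjamini-Hochberg adjustment gave at most 1 probe set and 0 genes for the others. With 10 splits, the share of splits cannot fall under 0.05. Each of the other splits also puts SsnB and vehicle arrays together in both groups, so the difference between treatments adds to the spread within groups. Few calls are then likely in any case, so the splits cannot decide on chance.

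At a 2-fold change and an unadjusted p under 0.05, without the false discovery rate that the study also names, the methods' t-test gave 363 probe sets, which name 244 genes, and 214 genes when each was given 1 probe set. The last count is lower than the value quoted from the study above, and the count of probe sets is near it.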
